A study of Mus musculus with 2 samples. Its data were reported in "Macrophages maintain mammary stem cell activity and mammary homeostasis via TNF-α-PI3K-Cdk1/Cyclin B1 axis" (2023).

How the data were processed

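Mammary glands of control and clodronate liposome treated mice were dissociated, sorted by flow cytometry and sequenced as 10x Genomics libraries, 1 library per group. Per the labels, CD45-positive immune cells and cells negative for CD31 and TER119 were included. The study describes sorting live cells negative for CD31 and TER119, a gate that does not exclude CD45-positive cells. Whether a separate CD45-positive fraction was added to a library was not stated, which bears on every immune share. The authors deposited raw UMI counts for each library, made with Cell Ranger 4 per the file headers, as unfiltered matrices of 32285 genes by 6794880 barcodes, with empty droplets included and no normalization. The genome build and annotation behind the counts were not stated. Gene positions were taken from GENCODE release M21 on GRCm38, in which 32158 of the 32285 gene identifiers were found. Counts of genes with near-identical copies (Lyz2 and Lyz1, the Ly6 and H2 families, Ifit3, Hspa1a and Hspa1b) are uncertain in how reads were split between copies. Groups were taken from the treatment label of each sample.

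The deposited lists of cell barcodes held 7217 (Ctrl) and 10555 (CL) entries and did not index the columns of the matrices. As many barcodes as each list held, those with most UMIs, were therefore taken as candidate cells. As a check of this reading, 18 barcodes stood on both lists, 22 matrix columns were among the candidates of both libraries, and all 18 matched within a rank offset of 12. Candidates held 82.7% of UMIs in Ctrl and 85.7% in CL, down to 615 and 648 UMIs per barcode. Barcodes of 100 to 300 UMIs were taken as empty droplets (54275 in Ctrl and 55973 in CL, with medians of 202 and 196 UMIs) to measure free RNA.

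Cells with at least 500 genes (6909 and 10081) and at most 15% mitochondrial UMIs were kept (6297 and 9335). Doublets were scored with Scrublet in scanpy at an expected rate of 6%. Its automatic threshold marked 360 Ctrl cells (5.72%) but 0 CL cells, where it had not worked, and the Ctrl threshold was then used for both, marking 509 CL cells (5.45%). That choice was made after seeing the data. The remaining 5937 and 8826 cells were scaled to 10000 UMIs, and 2000 highly variable genes, 30 principal components, 15 neighbours and Leiden resolution 1.0 gave 31 clusters over both libraries together.

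Clusters were named from marker lists of 14 classes, written before the data were examined, together with the measures, the genes of each list and the 20 alternatives to the processing. A cluster took the class with the highest marker score if at least 3 of its markers were at least 2 times higher than in the median cluster. It stayed unnamed if the score of another class reached 60% of the first, or if its 10 leading genes went against the name. Names are given as "-like" for that reason. This left 27 named clusters, 3 unnamed ones and 1 led by division genes, whose cells were named individually. The scoring itself was set after the data were seen and was revised once. A first form counted markers at any detection level and left the Lyz2-high cluster with low C1q expression unnamed because of haemoglobin UMIs from a few cells. The form used counts only markers detected in at least 10% of a cluster's cells. The revision turned the direction of the macrophage-like share, so the value for the other cluster alone is given beside it. Differences from the study may come from these rebuilt names.

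UMIs were summed per library and class and divided by all UMIs of the class to give CPM. Shares of cells with a UMI of a gene were computed after thinning each cell, without replacement, to the 10th percentile of UMIs of the class in the shallower library. Beyond the fixed lists, the text names the 5 highest and 5 lowest ratios in 4 classes among genes with at least 50 CPM and 50 UMIs in the higher library. Mitochondrial, ribosomal, haemoglobin, sex-linked and unnamed genes and markers of other classes were left out. The value of 1 macrophage marker is not reported here, although it stays in the summed markers. With 1 library per group no differential test was run and no p-value is given, and the confidence level of all intervals is 95%.

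The ratios and the naming were tested on simulated data with 200 changed genes among 32285. The interval held the true ratio for 95% (basal-like), 94.5% (hormone-responsive), 96% (secretory-lineage) and 96% (fibroblast-like) of the changed genes, and 10 of 10 named genes were truly changed in each class. Of 7295 simulated cells 99.9% were given their class, although the 5 neutrophils were not. Counts were drawn at random from summed class profiles, without added variation between cells of a class, doublets or free RNA. These values therefore check the computation, and they do not show how well the naming or the intervals hold for real cells.

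Alternatives covered the minimum number of genes (1000 and 200), the mitochondrial limit (5% and none), doublets kept, Leiden resolution 0.5 and 2.0, 4000 variable genes, each library clustered alone, each cell named alone, the thinning depth, a minimum of 2 UMIs, TMM factors from edgeR 4.0.16, a CPM denominator without the most abundant genes, the mean of each cell's CPM, and a minimum of 200 CPM for named genes. A further 7 alternatives were added after seeing the data. Software was Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, scanpy 1.11.5, anndata 0.12.19, scikit-learn 1.9.0, leidenalg 0.10.2, igraph 0.11.9, matplotlib 3.10.9 and R 4.3.3.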

Results

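Single cell RNA sequencing was carried out on sorted mouse mammary cells from control animals (Ctrl) and from animals given clodronate liposomes (CL), lipid vesicles loaded with a drug that kills the phagocytes that take them up. The labels give 1 library per group, so no difference below has a replicate check and no test was made between the groups. Intervals within a library are exact 95% intervals, Clopper-Pearson for shares and Poisson for summed counts. Those of log2 ratios combine the exact intervals of both libraries on the log scale, which is an approximation. All intervals cover counting error only. The library labelled Ctrl held 118743318 unique molecular identifiers (UMIs, 1 per captured transcript molecule) and the library labelled CL 155765480. After filtering, 5937 cells remained in Ctrl with a median of 11351 UMIs and 3121 genes per cell, and 8826 cells in CL with a median of 10337 UMIs and 2911 genes. The retained cells held 86092221 UMIs in Ctrl and 117525807 in CL. Values are given as CPM, the counts of a gene scaled to a common total of UMIs, and as log2 ratios of CL over Ctrl. Gene positions are on mouse build GRCm38.

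The macrophage is the cell the treatment targets, so its markers were examined first, over all retained cells and without any clustering. The 13 macrophage markers summed to 114 CPM [112, 116] in Ctrl and 265 CPM [262, 268] in CL, from 9832 and 31122 UMIs, a log2 ratio of 1.21 [1.18, 1.25]. This direction goes against the label of a macrophage-depleted sample, and the libraries are therefore called the library labelled Ctrl and the library labelled CL wherever a direction is drawn. Among the 13 markers, 10 were higher and 3 were lower in the library labelled CL, with a median log2 ratio of 0.47. Taking the mean of each cell's CPM in place of the summed UMIs moved the summed ratio most among the alternatives fixed in advance, to 1.02. A large part of the rise came from Lyz2 (ENSMUSG00000069516, chromosome 10, 117277331 to 117282321, minus strand), which went from 12.5 to 138 CPM, a log2 ratio of 3.47 [3.38, 3.56]. Without Lyz2 the summed ratio was 0.32 [0.28, 0.36]. Adgre1 (ENSMUSG00000004730, chromosome 17, 57358691 to 57483527), which encodes F4/80, went from 1.54 to 2.96 CPM (log2 ratio 0.94), and Csf1r from 3.17 to 5.02 CPM (0.66). C1qa rose from 16.2 to 22.5 CPM (0.47), although the mean of each cell's CPM put its ratio at 0.07. Ms4a7 had a ratio of 0.17 [−0.03, 0.37], within counting error, and turned to −0.17 with the mean of each cell's CPM. Pf4 (−0.63) was lower in the library labelled CL, and Mrc1 was lower by less than counting error (−0.45 [−0.91, 0.01]).

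**Figure D1:**
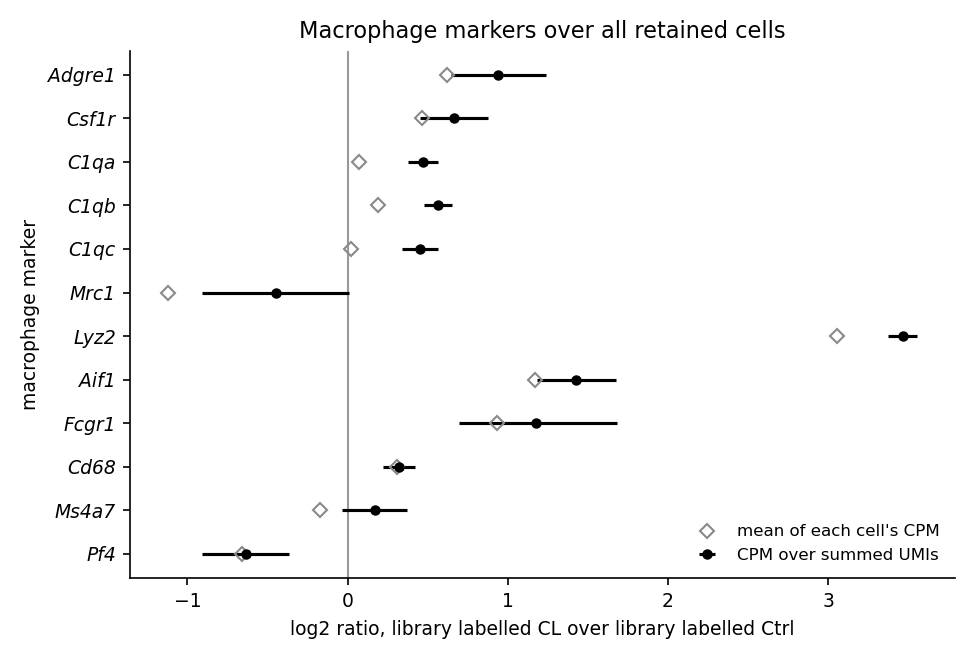
Log2 ratio of CPM (library labelled CL over library labelled Ctrl) for the macrophage markers that are reported singly, over all retained cells, with points and 95% counting intervals for summed UMIs and open diamonds for the mean of each cell's CPM. Lyz2 lies farthest to the right at 3.47, and the points of Mrc1 (−0.45) and Pf4 (−0.63) lie below 0.

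Cells were next named by their cluster to ask which populations changed and whether a change was specific to macrophages. Macrophage-like cells made up 54 of 5937 cells in the library labelled Ctrl (0.910% [0.684, 1.19]) and 215 of 8826 in the library labelled CL (2.44% [2.12, 2.78]), a log2 ratio of 1.42 [0.99, 1.87]. Across 10 alternatives fixed in advance this ratio ran from 1.18 to 1.53, with the lowest value where the mitochondrial share was limited to 5%. The class joined 2 clusters that moved differently. The cluster with high C1q expression held 0.640% of Ctrl and 0.487% of CL cells (−0.39 [−1.04, 0.26]), and the cluster with low C1q and high Lyz2 expression held 0.269% and 1.95% (2.85 [2.12, 3.69]). The direction for the class therefore rests on the naming of the second cluster, of whose cells 91.5% came from the library labelled CL, and which the first form of the naming rule had left unnamed. Naming each cell alone, which does not use clusters, gave 1.38. T and NK-like cells made up 3.59% [3.13, 4.09] of Ctrl and 8.32% [7.75, 8.91] of CL cells (1.21 [1.00, 1.43]). All immune-like classes together went from 272 cells (4.58%) to 986 (11.2%), and macrophage-like cells were 19.9% and 21.8% of them, a log2 ratio of 0.14 [−0.25, 0.55] that was within counting error. The study describes a sort that removed CD31-positive and TER119-positive cells, and it names no separate CD45-positive fraction for sequencing. The labels also name CD45-positive cells, so a difference in pooling was not excluded for the immune shares. Fibroblast-like cells fell from 3.77% [3.30, 4.29] to 2.70% [2.37, 3.06] (−0.48 [−0.75, −0.22]). Endothelial-like cells were 0.893% and 0.680% (−0.39 [−0.94, 0.16]), a difference within counting error. B-like cells numbered 3 and 21, and neutrophil-like cells 2 and 16. Unnamed clusters held 1.18% of Ctrl and 1.14% of CL cells.

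**Figure D2:**
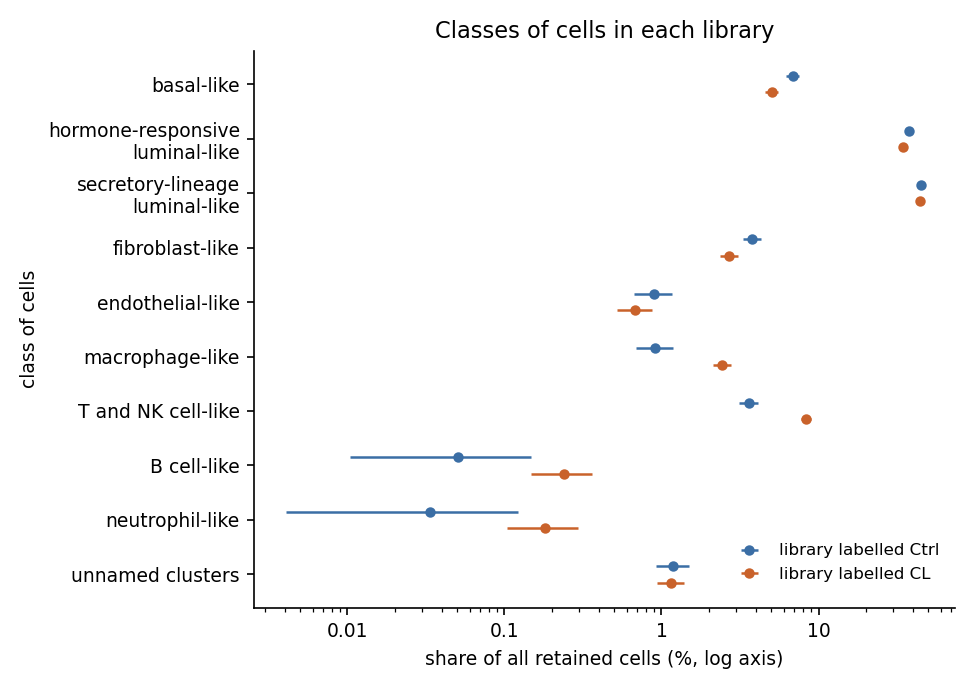
Share of all retained cells in each class, in percent, for the library labelled Ctrl and the library labelled CL, with Clopper-Pearson 95% intervals. T and NK-like and macrophage-like cells were higher in the library labelled CL (8.32% and 2.44%) than in the library labelled Ctrl (3.59% and 0.910%).

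The composition of the epithelium was compared over epithelial-like cells alone, because the immune yield differed. Basal-like cells were 7.67% [6.97, 8.42] of 5318 epithelial-like cells in the library labelled Ctrl and 5.97% [5.44, 6.53] of 7441 in the library labelled CL (−0.36 [−0.55, −0.17]), and this ratio ran from −0.53 to −0.25 across the alternatives. Over all cells the basal-like shares were 6.87% and 5.03%. Hormone-responsive luminal-like cells were 42.1% [40.8, 43.5] and 41.2% [40.1, 42.4] (−0.03 [−0.09, 0.03]), a difference within counting error. It took either sign across the alternatives fixed in advance (−0.12 to 0.05). It lay beyond counting error with no mitochondrial limit (−0.12 [−0.18, −0.07]) and with each cell named alone (−0.09 [−0.15, −0.03]). So it did without the cluster of the highest doublet score (−0.13 [−0.19, −0.06]), chosen after seeing the data. The value above 0 was within counting error. Secretory-lineage luminal-like cells, which join luminal and alveolar progenitors, were 50.2% [48.8, 51.5] and 52.8% [51.6, 53.9] (0.07 [0.02, 0.12]). With a mitochondrial limit of 5% this last ratio was 0.014 and within counting error.

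The study followed stem cells marked by Procr (ENSMUSG00000027611, chromosome 2, 155751117 to 155755471, plus strand) and by Bcl11b (ENSMUSG00000048251, chromosome 12, 107910403 to 108003602, minus strand) in basal cells. After thinning each cell to 2061 UMIs, Procr was detected in 7 of 398 basal-like cells in the library labelled Ctrl (1.76% [0.710, 3.59]) and in 4 of 400 in the library labelled CL (1.00% [0.273, 2.54]), a log2 ratio of −0.81 [−2.95, 1.06] within counting error. Thinning left out 10 and 44 shallower cells, and without it the shares were 4.17% and 3.38%. Thinning to the 25th percentile of UMIs turned the ratio to 0.90, and the CPM of Procr was 6.32 in Ctrl and 6.35 in CL, so no order was read. In T and NK-like cells, taken as background, Procr was found after thinning in 0 of 194 Ctrl cells, with an interval reaching 1.88%, and in 0.293% of CL cells. Median depths were 8032.5 and 5832 UMIs in basal-like and 4872 and 4458 UMIs in T and NK-like cells. The thinned Procr shares of basal-like cells thus overlapped the background interval in Ctrl. The highest Procr levels lay outside the basal-like class, at 1850.3 CPM in an unnamed cluster with pericyte and basal markers and 1404 CPM in an endothelial-like cluster. Bcl11b was detected in 8 of 398 thinned basal-like Ctrl cells (2.01%) and in 10 of 400 CL cells (2.50%), a ratio of 0.31 [−1.11, 1.80]. Without thinning the shares were 11.03% [8.16, 14.5] and 7.21% [4.98, 10.0], and the CPM was 14.7 and 11.4 (−0.38 [−1.03, 0.25]). The thinned share and the CPM went in opposite directions, although the mean of each cell's CPM had a ratio of 0.23, so no order was read for Bcl11b either. All 4 alternatives put the ratio of the share below 0, from −2.29 to −0.45, unlike the reported value. Of them 2 lay beyond counting error, thinning to 3491 UMIs (−1.43 [−2.86, −0.19]) and at least 2 UMIs without thinning (−2.29 [−5.47, −0.13]). The latter was not at equal depth, and the Ctrl cells were deeper. The background of Bcl11b in hormone-responsive luminal-like cells, which had medians of 20313 and 17975 UMIs, was 0 of 2190 Ctrl and 0.0331% of CL cells after thinning.

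The study divided luminal cells by Sca1, the product of Ly6a (ENSMUSG00000075602, chromosome 15, 74994877 to 74998031, minus strand). After thinning to 7407 UMIs, Ly6a was detected in 1838 of 2002 hormone-responsive luminal-like Ctrl cells (91.8%) and 2606 of 2762 CL cells (94.4%), a log2 ratio of 0.04 [0.02, 0.06], with 239 and 307 cells left out. Without thinning the shares were 95.8% and 96.6% and the ratio 0.013, within counting error. The CPM was 1651 and 1676. In basal-like cells the thinned share was 25.9% in Ctrl and 40.4% in CL, with 165 and 283 cells left out, and without thinning 36.03% and 36.9%. A hormone-responsive cluster with lower Ly6a (884 CPM, against 1992 CPM in the rest of the class in Ctrl) held 34.5% of the class in the library labelled Ctrl and 3.29% in the library labelled CL, and with 1 library per group it may be a property of that library and not a cell type. Among the other genes of the hormone-responsive list, Pgr went from 171 to 101.1 CPM (−0.76), Gata3 from 195 to 124 CPM (−0.65), Wnt5a from 101.2 to 68.5 CPM (−0.56) and Prlr from 3118 to 2446 CPM (−0.35). Esr1 (−0.12), Areg (−0.06) and Wnt4 (0.08) moved less. Tnfsf11 had 4 UMIs in Ctrl and 0 in CL, and Rspo1 had 1 and 6, so neither was detectable at a level that allows a comparison.

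Cell division was compared through 15 genes. In luminal-like cells their sum went from 137 CPM in the library labelled Ctrl to 70.9 CPM in the library labelled CL (−0.95 [−0.99, −0.91]). All 15 genes were lower, Sgo1 by less than counting error (−0.25 [−0.57, 0.07]), and the summed ratio ran from −0.95 to −0.91 across the alternatives. Mki67 went from 10.4 to 4.70 CPM (−1.14) and Ube2c had a ratio of −1.97. The sum was 172 and 88.0 CPM in hormone-responsive (−0.97) and 83.5 and 47.0 CPM in secretory-lineage cells (−0.83). The cluster led by division genes held 3.30% of hormone-responsive cells in Ctrl and 1.60% in CL (−1.05 [−1.59, −0.52]). Of secretory-lineage cells it held 1.65% and 0.382% (−2.11 [−3.05, −1.26]). The luminal sums were not recomputed without that cluster. After thinning to 5635 UMIs, 15.8% of luminal-like Ctrl cells and 14.2% of CL cells held a UMI of the list, with 436 and 699 cells left out, and without thinning the shares were 31.2% and 27.6%. In basal-like cells the sum was 236 CPM [221, 252] in Ctrl and 80.2 CPM [70.3, 91.0] in CL (−1.56 [−1.77, −1.35]). That value rested on 1 cluster of 11 cells with a median of 26852 UMIs, in which the list reached 2906 CPM. It held 9 of 408 basal-like cells in Ctrl (2.21% [1.01, 4.15]) and 2 of 444 in CL (0.450% [0.0546, 1.62]). Without it the sums were 36.4 CPM [30.4, 43.3] and 44.7 CPM [37.4, 53.0], and the ratio was 0.29 [−0.06, 0.65], within counting error. Leaving out the cells richest in division UMIs removes the measured difference along with them, so the second ratio describes the remaining cells only.

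**Figure D3:**
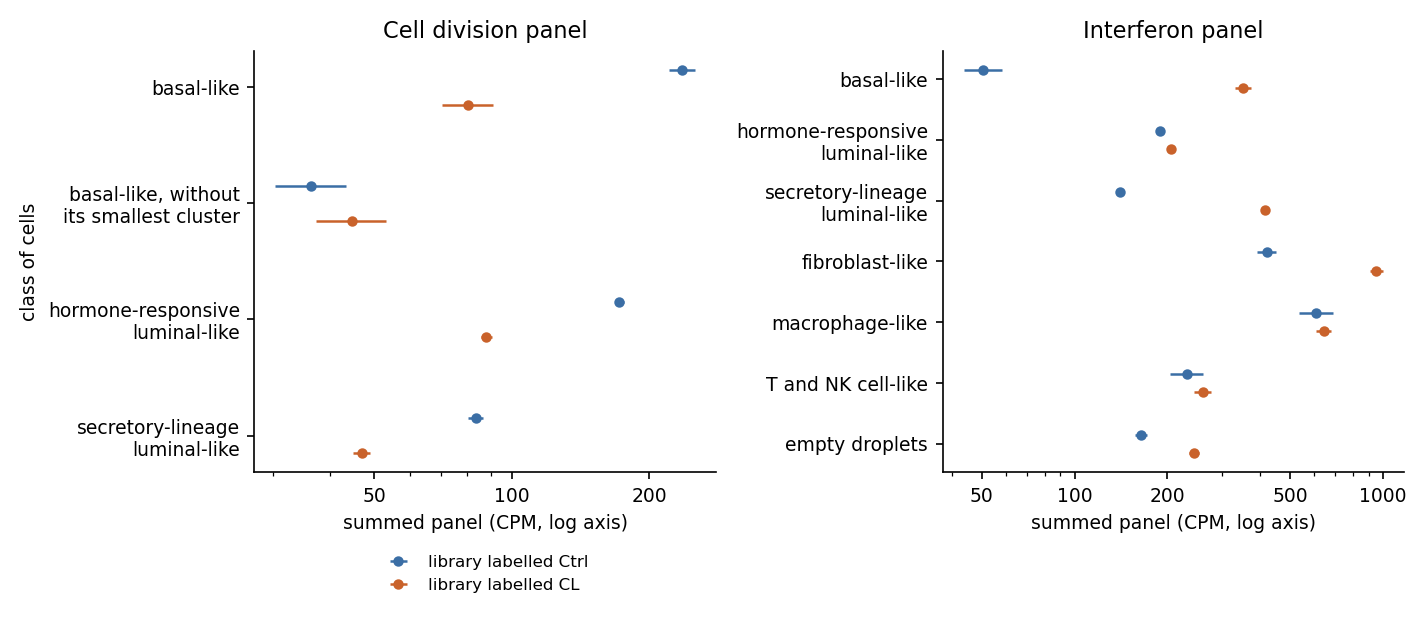
Summed CPM of the cell division and interferon genes by class in the library labelled Ctrl and the library labelled CL, with Poisson 95% intervals. The basal-like division value of 236 CPM in Ctrl drops to 36.4 CPM without the smallest basal-like cluster, while the interferon genes rise from 140 to 417 CPM in secretory-lineage cells.

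The study examined TNF-alpha as a signal that acts on basal cells, and its transcript was compared across classes. Tnf (ENSMUSG00000024401, chromosome 17, 35199381 to 35202007, minus strand) was at 279 CPM [230, 336] in macrophage-like Ctrl cells, the highest level within Ctrl among classes with at least 10 Tnf UMIs, and was 63.3 CPM [52.3, 76.0] in macrophage-like CL cells, from 111 and 116 UMIs (−2.14 [−2.52, −1.75]). The mean of each cell's CPM put this ratio at −2.59. Most CL cells of the class lay in the cluster with low C1q expression. Tnf was not compared within each cluster, so this difference was not separated from the change in the makeup of the class. Neutrophil-like CL cells had 309 CPM [183, 488] from 18 UMIs, above the macrophage-like CL cells, against 1 UMI in Ctrl. Secretory-lineage cells had 59.8 and 68.0 CPM (0.18 [0.10, 0.27]) and carried 58.5% of all Tnf UMIs of Ctrl and 60.6% of CL, while macrophage-like cells carried 3.50% and 2.34%. Hormone-responsive cells had 23.8 and 27.1 CPM, below the 35.5 and 31.9 CPM of empty droplets but above the 4.74 and 6.35 CPM of basal-like cells, which limit what free RNA brought to those. T and NK-like cells had 21.2 and 24.04 CPM (0.18 [−0.48, 0.90]), also below the empty droplets. In basal-like cells Tnf had 18 and 19 UMIs, its receptor Tnfrsf1a went from 112 to 120 CPM (0.10 [−0.11, 0.30]) and Ccl2 from 99.0 to 146 CPM (0.56 [0.36, 0.76]). Ccl7 had 40.3 and 31.7 CPM there, and Mmp3 had 7 and 5 UMIs.

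**Figure D4:**
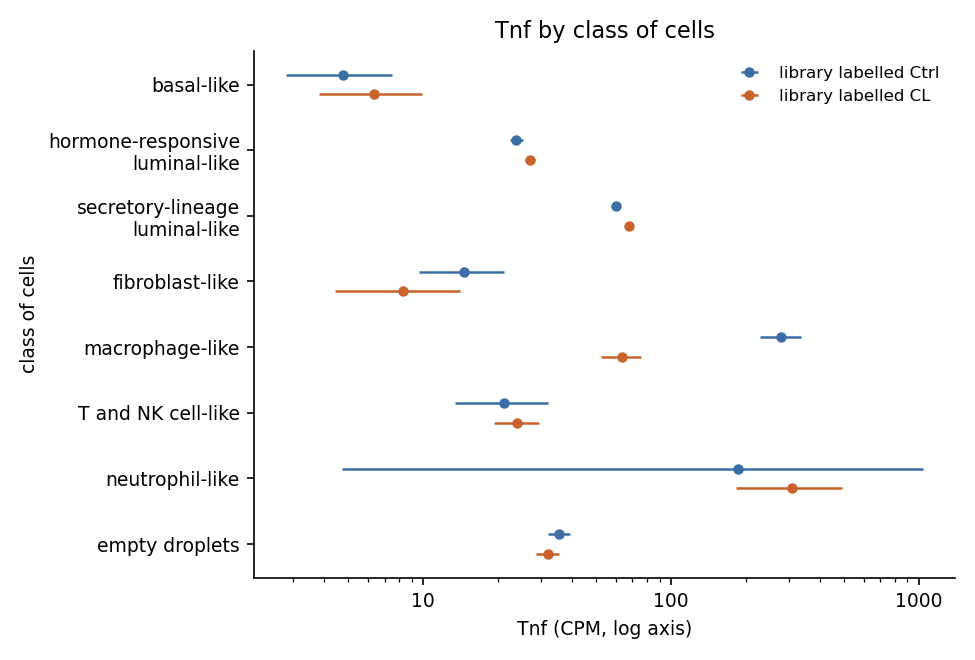
CPM of Tnf by class in the library labelled Ctrl and the library labelled CL, with Poisson 95% intervals and the level in empty droplets. Macrophage-like cells went from 279 to 63.3 CPM, and secretory-lineage cells from 59.8 to 68.0 CPM.

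The lists of stress and interferon genes describe the state of the cells. The 10 dissociation stress genes changed little in hormone-responsive cells (0.04) and were lower in secretory-lineage cells of the library labelled CL (11009 and 9496 CPM, −0.21) and higher in basal-like cells (12165 and 13536 CPM, 0.15). The largest change among the named classes compared was in macrophage-like cells, from 5173 to 2464 CPM (−1.07 [−1.15, −0.99]) with all 10 genes lower, followed by T and NK-like cells (−0.44). The macrophage-like change was not separated from the change in the makeup of that class. The 6 interferon genes were higher in the library labelled CL in basal-like cells (50.5 and 352 CPM, 2.80 [2.58, 3.03]), secretory-lineage cells (140 and 417 CPM, 1.57 [1.52, 1.62]), fibroblast-like cells (421 and 955 CPM, 1.18) and endothelial-like cells (643 and 1083 CPM, 0.75 [0.50, 1.01]). Clusters that lay mostly in the library labelled CL raised these values. Without such a cluster of 43 cells, none of them from Ctrl, the basal-like sum in CL was 151 CPM (1.58 [1.33, 1.84]), and without one of 975 CL and 24 Ctrl cells the secretory-lineage sums were 107 and 271 CPM (1.34). In hormone-responsive cells the summed ratio was 0.12, a value set mostly by Bst2 (155 and 152 CPM, −0.03), while the other 5 genes were higher, Rsad2 within counting error, and the median ratio of the 6 was 0.77. The summed ratio was within counting error in T and NK-like cells (0.17 [−0.03, 0.38]). In macrophage-like cells it was 0.08 [−0.12, 0.29] and turned to −0.27 with the mean of each cell's CPM.

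Genes beyond these lists were named by size of ratio alone. In basal-like cells the highest ratios belonged to Iigp1 (6.05 to 144 CPM, 4.57), Cxcl10 (10.8 to 213 CPM, 4.30), Gbp2 (36.9 to 654 CPM, 4.15), H2-Eb1 (3.86) and H2-Ab1 (3.79). Without the 43-cell cluster these were 3.43, 2.32, 2.04, 2.27 and 2.28, and all 5 genes but Iigp1 and Cxcl10 then lay below their level in the empty droplets of that library. The lowest belonged to Krt15 (377 to 123 CPM, −1.61), Hist1h2bc (−1.18), Igfbp3 (523 to 240.5 CPM, −1.12), Fbln2 (−1.10) and Col5a2 (−1.10), with Hist1h2bc (84.0 and 37.1 CPM) below its 558 and 357 CPM in empty droplets. In hormone-responsive cells the highest were Gbp2 (28.3 to 113 CPM, 2.00), Csf3 (1.72), Cp (1.70), Cxcl2 (1.44) and Fgb (410.3 to 899 CPM, 1.13). Of these only Fgb stood clearly above the empty droplets of the library labelled CL, which held 446 CPM of Fgb, 285 of Gbp2, 317 of Csf3, 305 of Cxcl2 and 81.4 of Cp. The lowest were Aoc1 (344 to 19.8 CPM, −4.12), Defb1 (−2.36), Gpx3 (1154 to 268 CPM, −2.11), Slc5a5 (−1.83) and Agps (642 to 187 CPM, −1.78). Without the cluster that lay mostly in the library labelled Ctrl they were −2.83, −1.85, −1.09, −1.45 and −1.71. In secretory-lineage cells Gbp2 (21.1 to 467 CPM, 4.47), H2-Aa (4.06 to 83.1 CPM, 4.35), Cd74 (12.5 to 245 CPM, 4.29), H2-Ab1 (3.89) and H2-Eb1 (3.80) were highest. The empty droplets of the library labelled CL held 285, 147, 242, 204 and 169 CPM of these genes, and only Gbp2 stood clearly above them. A level below the empty droplets, here or in the other classes, does not show that free RNA brought it. Secretory-lineage Ctrl cells held 4.06 CPM of H2-Aa and 12.5 of Cd74, against 62.5 and 111 CPM in empty Ctrl droplets. These values limit free RNA in the cells of that library. Without the cluster that lay mostly in the library labelled CL the ratios were 3.43, 2.76, 2.54, 2.23 and 1.93. The lowest were Lalba (59.1 to 21.8 CPM, −1.44), Hist1h1c (−0.99), Apoe (−0.98), S100g (−0.93) and Ptgs2 (−0.90). Hist1h1c (118 and 59.5 CPM, against 726 and 423 in empty droplets) and Apoe (281 and 143 CPM, against 472 and 395) lay below the empty droplets in both libraries. In fibroblast-like cells Cxcl9 (4.33 to 152 CPM, 5.13), Ccl5 (3.80), Fabp4 (2.83), Saa3 (2.48) and Ifi47 (2.38) were highest, with Ccl5 below its 683 CPM in the empty droplets. Ramp3 (94.6 to 7.01 CPM, −3.76), Nrgn (−3.01), Gdnf (−2.67), Cthrc1 (−2.12) and Entpd1 (−1.93) were lowest. Some named ratios depended strongly on the processing, although none changed sign. With doublets kept, Ccl5 in fibroblast-like cells was at 1.54 [1.26, 1.82]. With each cell named alone, H2-Eb1 in basal-like cells was at 1.62 [1.40, 1.85] and H2-Aa in secretory-lineage cells at 2.49 [2.35, 2.63].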

Values the study reported

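From its single cell data, the study gave the share of macrophages as 5.06% in control and 0.93% in treated mice. Its basal cells made up 6.61% and 4.81%. It counted Bcl11b expression in 19 of 376 control basal cells and in 35 of 388 basal cells after treatment.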

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

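Of the tests in this part, the comparison of the interferon genes between cells and empty droplets was chosen only after the result was seen.

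Empty droplets hold free RNA and no cell, and the comparisons of the report do not use them except as background. In these droplets the 13 macrophage markers summed to 186 CPM [178, 194] in the library labelled CL, above the 86.6 CPM [81.2, 92.3] of the library labelled Ctrl. At the Lyz2 level of macrophage-like CL cells, a droplet of median size filled by a small macrophage would carry 1.63 Lyz2 UMIs on average, and 39.8% of such droplets with a Lyz2 UMI would hold 1. Of the 915 empty CL droplets with a Lyz2 UMI, 98.6% held 1, which argues against small intact macrophages as the main source. Free RNA from the cells of the same library stays open. Among the marker sets that differed beyond counting error both in cells and in empty droplets, 11 of 11 had the same sign in each. That count leaves out the basal markers, which were lower in the cells of the library labelled CL (−0.69 [−0.70, −0.68]) but level in its empty droplets (0.01 [−0.02, 0.04]), so free RNA did not follow the cells in every class. The rise in empty droplets may therefore follow the cells of the library, whose own cause is weighed under the other observations. A biological explanation through the treatment was not tested.

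The 6 interferon genes summed to 244 CPM [235, 253] in the empty droplets of the library labelled CL and 164 CPM [157, 172] in those of the library labelled Ctrl, a log2 ratio of 0.57 [0.48, 0.66]. The ratio over all retained cells was 0.84, of the same sign, so free RNA from the same cells may account for it. This test came out on the side that the explanation needs but was chosen after the result was seen. An effect of the treatment and a difference between animals stay open, as no design with 1 library per group tests either.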

How the results depend on the processing

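The alternatives that take the C1q-high cluster alone, leave out Lyz2, leave out 1 cluster of a class or remove an equal share of doublets were chosen after seeing the data. The others were fixed beforehand.

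Over the 18 results that answer a comparison, 126 values were recomputed. Of these, 108 stayed within counting error of the reported value, 16 moved beyond it and 2 reversed. For 78 further results, mostly single genes, 297 of 390 values stayed, 93 moved and 0 reversed.

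A result counts as reversed here only if its reported interval lay on 1 side of 0 and its sign changed. Both reversals came from alternatives chosen after seeing the data. Results whose interval held 0 also changed sign under alternatives fixed beforehand, among them the Bcl11b and Procr shares, Ms4a7 and the interferon genes of macrophage-like cells. With the C1q-high cluster alone the log2 ratio of the macrophage-like share was −0.39 [−1.04, 0.26], in place of 1.42. The construction shows the cause, because the other cluster holds most CL cells of the class. The first form of the naming rule had given this reading. Without the smallest basal-like cluster the division ratio in basal-like cells was 0.29, because 9 Ctrl cells with many division UMIs leave, which removes the measured difference itself. Both alternatives lie within counting error of 0.

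With at most 5% mitochondrial UMIs the ratio of the hormone-responsive share was 0.049 and that of the secretory-lineage share 0.014. With no limit they were −0.12 and 0.15. Without the cluster of the highest doublet score the hormone-responsive ratio was −0.13. That value and the −0.12 without a limit lay beyond counting error, as did −0.09 with each cell named alone. For Bcl11b in basal-like cells, thinning to the 25th percentile gave −1.43 and at least 2 UMIs, without thinning, gave −2.29, in place of 0.31. The remaining alternatives gave −0.61 without thinning and −0.45 with doublets kept. The reported value is thus the only share ratio above 0, while the ratio of the mean of each cell's CPM was 0.23. The first of these rests on 21 and 7 cells and the second on 9 and 2, and both lay beyond counting error. Without thinning the Ly6a ratio was 0.013. TMM factors moved the macrophage markers to 1.26 and the luminal division genes to −0.91. The mean of each cell's CPM gave 1.02 for the macrophage markers, −0.88 for division in basal-like cells, −2.59 for Tnf in macrophage-like and 0.053 for Tnf in hormone-responsive cells. Each cell named alone gave 0.066 for the last of these. Without Lyz2 the macrophage markers were at 0.32. Except where the construction of the alternative shows it, the cause was not tested.

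The T and NK-like (1.203 to 1.24), fibroblast-like (−0.67 to −0.48) and basal-like shares (−0.53 to −0.25) kept their direction under all 10 alternatives fixed beforehand. Naming each cell alone moved the CPM ratio of Procr in basal-like cells from 0.01 to 1.75. With a minimum of 200 CPM, 16 of the 40 named genes were named again. Depth limits the Procr and Bcl11b shares most, since they rest on 4 to 10 cells per library. No paired analysis was possible because each group has 1 library.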

Other observations

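The tests here on depth, doublets and T and NK cells caught in the same droplets were planned before their results were seen. So was that on depth or damage of the hormone-responsive cluster. The test on 1 small basal group leaves out a cluster, an alternative chosen after seeing the data. The tests on free RNA in the macrophage markers and interferon genes, Lyz2, sample labels, immune yield, lymphocytes, C1q-low myeloid cells, macrophages caught in the same droplets, stress and other differences between animals were chosen only after the result was seen.

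The macrophage markers were higher in the library labelled CL, against its label. Free RNA alone is argued against, because 83.3% of the marker UMIs of that library lay in macrophage-like cells (62.5% in the library labelled Ctrl). A single abundant gene is argued against as the only cause, because the log2 ratio without Lyz2 was still 0.32 [0.28, 0.36]. Within macrophage-like cells, however, only 1 of the 13 markers was higher in the library labelled CL, Lyz2 (1.68). The other 12 were lower there, Aif1 and Fcgr1 by less than counting error, and the median ratio was −0.83. An added population of C1q-low myeloid cells may explain it, since the share of that cluster had a log2 ratio of 2.85 [2.12, 3.69]. A larger yield of immune cells of every kind is argued against as the whole cause, because the C1q-low share of the immune-like cells had a ratio of 1.57 [0.86, 2.38] and the C1q-high share one of −1.68, which together left that of all macrophage-like cells at 0.14 [−0.25, 0.55]. A mislabelled pair of samples cannot be told apart from an added population. The share of C1q-high cells in the library labelled CL was 0.761 times that in Ctrl [0.485, 1.2], an interval that holds both directions. Over the immune-like cells the C1q-high share was lower in the library labelled CL (−1.68 [−2.30, −1.05]), the direction its label gives. The basal-like share and the hormone-responsive cluster with low Ly6a were also lower there, as the study describes for basal and Sca1-low luminal cells after treatment. A swap would turn these directions, but the classes were rebuilt here and more lymphocytes would lower the C1q-high share too, so a swap stays open. A biological effect of the treatment, such as loss of resident cells followed by entry of other myeloid cells, stays open and untested.

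Over the immune-like cells alone the C1q genes went the other way, from 2425 to 1220.1 CPM (−0.99 [−1.05, −0.93]), which a larger yield of immune cells of every kind would not give. More lymphocytes among them is argued against as the whole cause, because within macrophage-like cells the ratio was −1.23 [−1.28, −1.17]. An added population of C1q-low myeloid cells is also argued against as the whole cause, because without that cluster the ratio over the immune-like cells was still −0.80 [−0.86, −0.74]. These changes acting together were not tested, so a shift in the makeup of the immune-like cells stays open as the whole cause. Over all retained cells the C1q genes were not lower (0.50 [0.45, 0.56]). C1q-high cells were 13.97% of the immune-like cells in the library labelled Ctrl and 4.36% in the library labelled CL. A loss of C1q-high cells relative to other immune cells under the treatment stays open and untested.

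The interferon genes were higher in the basal-like and secretory-lineage cells of the library labelled CL. Free RNA is argued against for the classes as a whole, since the lower class held 352 CPM against 244 CPM in empty droplets. The basal-like cells outside the 43-cell cluster held 151 CPM [137, 167], below the empty droplets, so this comparison does not decide for them. For these cells the luminal markers set a limit. Those markers allow at most 33.3% free RNA, which would bring at most 81.2 CPM of the interferon genes, less than was found. That limit was set against the level and not against the rise over the 50.5 CPM of basal-like Ctrl cells. Free RNA therefore stays open for much of the rise in these cells. RNA from T and NK cells caught in the same droplets would bring 0.0510% of the rise in secretory-lineage cells. RNA from macrophages caught in the same droplets would bring 0% of it, since the macrophage markers were not higher in those cells. Neither was tested in basal-like cells. Dissociation stress is argued against in secretory-lineage cells by a stress ratio of −0.21. In basal-like cells the stress ratio was 0.15 [0.13, 0.17], so dissociation stress stays open there. A difference between animals or library batches other than the treatment cannot be told apart from it with 1 library per group, and neither can the treatment itself.

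The cell division genes were lower in the luminal-like cells of the library labelled CL. A difference in depth is argued against as the whole cause, because the share of luminal-like cells with a UMI at equal depth still had a log2 ratio of −0.15 [−0.29, −0.02]. That share was not compared with a background, so free RNA among these UMIs stays open. Doublets removed unequally are argued against by a ratio of −0.91 with doublets kept. In basal-like cells the difference lay in 1 small group of 9 Ctrl and 2 CL cells, and without it the ratio was 0.29 [−0.06, 0.65]. That comparison decides nothing about the cause, because it removes the cells that carry the division UMIs, and fewer such cells in the library labelled CL is the difference itself. For luminal cells the study reported the other direction, with more Ki67-positive cells after treatment by tissue staining and flow cytometry. For basal cells it reported fewer. Those are measures of protein and not of RNA. An effect of the treatment on basal-like and luminal-like cells stays open and untested.

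A hormone-responsive cluster lay mostly in the library labelled Ctrl, where it held 34.5% of the class, against 3.29% in the library labelled CL. Depth or damage is argued against, because in that library its median UMIs were 0.892 times those of the rest of the class and its mitochondrial share was 1.00 times theirs. A difference between animals or library batches cannot be told apart from the treatment with 1 library per group.

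The share of macrophage-like cells here was 0.910% of all retained cells in the library labelled Ctrl. That is lower than the value quoted from the study above, over classes that were rebuilt here. In the library labelled CL it was 2.44%. That is higher than the value quoted from the study above, with the same caution. Bcl11b was detected without thinning in 45 of 408 basal-like Ctrl cells, or 11.03%. That is higher than the share that follows from the counts quoted above, over a basal class that was rebuilt here. In the library labelled CL it was 32 of 444, or 7.21%. The ratio of these unthinned shares was within counting error (−0.61 [−1.28, 0.03]), with a median of 5832 UMIs per cell against 8032.5 in the library labelled Ctrl. At an equal depth of 2061 UMIs the shares were 2.01% in Ctrl and 2.50% in CL, within counting error. At 3491 UMIs they were 5.65% and 2.10%, a ratio beyond counting error (−1.43 [−2.86, −0.19]). The ratio for at least 2 UMIs also lay beyond it (−2.29 [−5.47, −0.13]), but without thinning, so the deeper Ctrl cells were favoured. The direction at 2061 and at 3491 UMIs was opposite, so no order between the libraries was read. At 3491 UMIs the ratio was against the direction the study describes. Basal-like cells were 6.87% and 5.03% of all retained cells and 7.67% and 5.97% of epithelial-like cells, lower in the library labelled CL over either denominator.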
